# MicroRNA regulation of the proliferation and apoptosis of Leydig cells in diabetes

**DOI:** 10.1186/s10020-021-00370-8

**Published:** 2021-09-08

**Authors:** Li Hu, Shaochai Wei, Yuqi Wu, Shulin Li, Pei Zhu, Xiangwei Wang

**Keywords:** Testicular damage, Diabetes mellitus, Testosterone, Small RNA, MAPK signalling pathway

## Abstract

**Background:**

The number of patients with diabetes is increasing worldwide. Diabetic testicular damage can cause spermiogenesis disorders and sexual dysfunction. We thus explored the role of miRNAs in diabetic testicular damage, and revealed that they could serve as effective prevention and treatment therapeutic targets.

**Methods:**

Streptozotocin (STZ) was used to generate a rat model of type 2 diabetes. Rat testicular tissues were used for miRNA and mRNA sequencing. Through bioinformatics analysis, we constructed an miRNA–mRNA diabetic testicular damage regulatory network and screened for key miRNAs. We also used Leydig cells to generate a diabetic cell model and detected the downstream target genes of miRNAs, secretion of testosterone, and proliferation and apoptotic levels to elucidate the role and mechanism of the selected miRNAs in diabetic testicular damage.

**Results:**

Using second-generation sequencing, we identified 19 differentially expressed miRNAs and 555 mRNAs in the testes of diabetic rats. Based on computational prediction of targets and negative regulation relationships, we constructed a miRNA–mRNA regulatory network, including 12 miRNAs and 215 mRNAs. KEGG enrichment analysis revealed that genes were more concentrated on the survival signalling pathway. Based on this, we screened 2 key miRNAs, miR-504 and miR-935. In vitro, glucose could induce an increase in miR-504 and miR-935, whereas a decrease in MEK5 and MEF2C in a dose-dependent manner. Overexpression of miR-504 and miR-935 led to the decreased expression of MEK5 and MEF2C, decreased proliferation rate of Leydig cells, increased apoptotic rate, and decreased secretion of testosterone. Whereas, knockdown of miR-504 and miR-935 displayed opposite tendencies.

**Conclusions:**

miRNAs play important roles in diabetic testicular damage. miR-504 and miR-935 might regulate testicular damage through the classic survival pathway of MEK5-ERK5-MEF2C. Targeted inhibition of miR-504 and miR-935 could reverse the high-glucose-induced testicular complications, thus posing as a potential therapeutic approach in diabetic testicular injury.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s10020-021-00370-8.

## Introduction

According to the data of the International Diabetes Federation (IDF), changes in the lifestyle of people and acceleration in the aging process of the population, which have been associated with the worldwide economic development, have prompted an increasing number of people affected with diabetes annually. More specifically, diabetes mellitus has been reported to affect an estimated 463 million people globally (Saeedi 2019). To date, medical research has mainly focused on a deeper understanding of diabetes-induced complications, such as diabetic retinopathy, cardiovascular diseases, kidney diseases, and peripheral neuropathy (Cole and Florez 2020). As the incidence of diabetes is increasing annually, people have now started to pay increasing attention to the diabetes-inflicted damages in the reproductive system (Maresch et al. 2018), in addition to the commonly known damage to the cardiovascular and kidney systems. Apart from the tissue structure of male reproductive organs and the changes in the proliferation and function of germ cells, increasing attention has also been paid to issues, such as the synthesis of reproductive hormones and secretion disorders, sexual dysfunction, and reproductive ability. Testosterone is known to be mainly secreted by the testes. According to epidemiological statistics, diabetes has been shown to affect the sperm quality and fertility of patients (Kautzky-Willer et al. 2016). Approximately 90% of male patients with diabetes mellitus have varying degrees of testicular dysfunction. In addition, male diabetic patients are characterized by hypotestosteronemia, which causes decreased spermatogenesis. Restriction in the growth of sex organs and development of secondary sex characteristics has been reported to lead to diabetic erectile dysfunction. The risk of sexual and reproductive dysfunction is 5–10 times higher in patients with diabetes than in non-diabetic individuals (Shi et al. 2017; Tavares et al. 2019). Furthermore, diabetes is known to seriously affect the physical and mental condition of patients (Taieb et al. 2019). Diabetes-induced reproductive dysfunction is known to be mainly caused by testicular tissue damage; however, the precise molecular mechanism is not yet clearly understood. To date, no specific therapeutic agents are available for its treatment.

MicroRNAs (miRNAs) have been reported to be involved in the organ damages induced by various types of diabetes. For this reason, miRNAs have been suggested to be critical therapeutic targets for the treatment of diabetic testicular damage (Regazzi 2018; Zhang et al. 2017). However, testicular damage has been rarely reported in diabetic rat models. Here, we used RNA sequencing (RNA-seq) to identify the miRNA–mRNA regulatory network in the diabetic testicular tissues by looking for miRNAs that play key roles in diabetic testicular damage. We also performed a preliminary functional study.

## Materials and methods

### Animal models

All animal experiments were performed at the Lab Animal Center of Shantou University Medical College and were approved by The Medical Animal Care & Welfare Committee of Shantou University Medical College (SUMC2019-407). All rat strains were purchased from the Animal Research Center of Shantou University Medical College. To induce experimental Type 2 diabetes mellitus (T2DM), Sprague–Dawley (SD) rats weighing 250–300 g were actuated by sustaining a high-fat diet feeding routine for 1 mo until their weight reached 300–400 g. Subsequently, diabetes was induced by a single intraperitoneal injection of 35 mg/kg streptozotocin (STZ) (Sigma Aldrich, Shanghai, China; mixed in freshly prepared cold 0.1 mol/L citrate cradle, pH 4.2–4.5). Control rats received an intraperitoneal injection of citrate buffer. The levels of blood glucose were determined in tail vein blood samples using the OneTouch Ultra system (Johnson and Johnson Medical, Shanghai, China) 3 d after the STZ infusion, and checked weekly. Only rats with a constant blood glucose concentration higher than 16.7 mmol/L were considered diabetic. (Qiao et al. 2018; Skovsø 2014).

### RNA sequencing

Eight weeks after the STZ injection, total RNA was extracted from the testes of animals in each group using the TRIzol reagent (Invitrogen, Carlsbad, CA, USA). All RNA samples were quantitatively and qualitatively checked through 1% agarose electrophoresis and Nanodrop measurement before sequencing. In the case of mRNA sequencing, the paired-end sequencing mode of the Illumina Hiseq 3000 (Illumina, San Diego, CA, USA) sequencing platform was used for high-throughput sequencing, while the FastQC software (available online at http://www.bioinformatics.babraham.ac.uk/projects/fastqc) was used for quality control analysis of the preprocessed data. The BWA software (https://sourceforge.net/projects/bio-bwa/files/) was used to compare the pre-processed data to the rRNA sequence database. The STAR software (available at http://gingeraslab.cshl.edu/STAR) was used to compare the pre-processed sequence with the reference genome sequence of the sequenced species and to use the RSEQC comparison file for statistics.

The String Tie software (http://ccb.jhu.edu/software/stringtie/) was used to assemble the transcripts in samples based on the position information file of the known transcripts in the genome as a guide. Fragments per kilobase million (FPKM) was used to calculate each transcript expression level, while the DESeq2 software (http://www.bioconductor.org/packages/release/bioc/html/DESeq2.html) was used to screen differential transcripts. The single-ended 50 bp sequencing mode of the Illumina Hiseq3000 sequencing platform was used to perform miRNA high-throughput sequencing of samples The primer and adaptor sequences were removed from the original data and reliable sequencing fragments were selected. The types and quantities of small RNAs were then counted. According to the family classification criteria of the miRBase database, known miRNAs were family annotated, and new miRNAs were family analysed according to the seed sequence. The calculation of miRNA expression used counts per million (CPM) to calculate the metric, while the DESeq software was used to screen differentially expressed miRNAs. The obtained RNA-seq data were deposited in the GEO database (Accession code: GSE169131).

### Histological assessment

Testicular tissues were fixed in animal testicular tissue fixative (Servicebio, Wuhan, China) for 24 h and then transferred to 70% ethanol for storage. After embedding of tissues in paraffin, 5-μm thick sections were obtained. Tissue morphology was observed using hematoxylin and eosin (HE) staining according to the manufacturer’s instructions (Solarbio, Beijing, China).

### TUNEL assay

Paraffin-embedded testicular tissue sections were used for the TUNEL assay to determine apoptotic cells in tissues. TUNEL-positive cells were detected using a DNA Fragmentation Detection Kit (Merck Millipore, Billerica, MA, USA), according to the recommended protocol.

### Cell culture, transfection, and reagents

R2C cells purchased from the China Infrastructure of Cell Line Resources (Beijing, China) were transfected with miRNA mimics for gain-of-function experiments, and miRNA inhibitors (GenePharma, Shanghai, China) for loss-of-function experiments. Cell transfection was performed using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s instructions. miR504 mimic (sense:5′-AGACCCUGGUCUGCACUCUGUC-3′, antisense: 5′-CAGAGUGCAGACCAGGGUCUUU-3′), mi504 inhibitor (5′-GACAGAGUGCAGACCAGGGUCU-3′), miR935 mimic (sense:5′-CCAGUUACCGCUUCCGCUACCGC-3′, antisense: 5′-GGUAGCGGAAGCGGUAACUGGUU-3′), mi935 inhibitor (5′-GCGGUAGCGGAAGCGGUAACUGG-3′), mimicNC (sense:5′-UUCUCCGAACGUGUCACGUTT-3′, antisense: 5′-ACGUGACACGUUCGGAGAATT-3′) and inhibitor NC(5′-CAGUACUUUUGUGUAGUACAA-3′) were transfected at a final concentration of 50 nM for 24 h. Cell culture was maintained in DMEM (GIBCO, Grand Island, NY, USA) supplemented with 10% FBS (GIBCO,) in a humidified air incubator with 5% CO_2_ at 37 °C. Leydig cells were exposed to normal (5 mM) or moderately high (15 mM) or high (30 mM) glucose concentrations for 48 h according to the previous study (Karpova et al. 2020).

### Real-time quantitative PCR (RT-qPCR)

Blood samples were obtained from patients with diabetes and healthy donors at Shenzhen University General Hospital. This project was approved by the ethics committee of the Shenzhen University. Total RNA was extracted from blood using a QIAamp RNA Blood Mini Kit (QIAGEN, Duesseldorf, Germany). Total RNA from tissues and cells was extracted using a TaKaRa MiniBEST Universal RNA Extraction Kit (TaKaRa, Tokyo, Japan) following the manufacturer’s instructions. For the quantification of miRNA by qPCR, reverse transcription and RT-qPCR were performed using the Mir-X miRNA RT-qPCR TB Green® Kit (TaKaRa) and normalized to U6. The entire sequence of mature miRNA was used as miRNA specific, 5′ primer (miR-504, 5′-AGACCCUGGUCUGCACUCUGUC-3’ miR-935, 5′-CCAGUUACCGCUUCCGCUACCGC-3′; miR-484, 5′-UCAGGCUCAGUCCCCUCCCGAU-3′; miR-301a-5p, 5′-GCUCUGACUUUAUUGCACUAC-3′; U6, 5′-CGTTCACGAATTTGCGTGTCAT-3′). The 3′ primer used in the qPCR was the mRQ 3′ primer supplied with the kit. Reverse transcription of mRNA was performed using the PrimeScript™ RT Master Mix (TaKaRa), while RT-qPCR was performed using the One Step TB Green® PrimeScript™ RT-qPCR Kit II (TaKaRa) and normalized to β-actin. The primers used were as follows: MEK5 forward primer 5′-TCGTGCCATGGAGAACCA-3′, reverse primer 5′-CGCGCCACTATTTGGAATCT-3′; MEF2C forward primer 5′-ACCACCACCCCATCGAGATA-3′, reverse primer 5′-GGAGTGGAATTCGTTCCGGT-3′; β-actin forward primer 5′-ATGGATGACGATATCGCTGC-3′, reverse primer 5′-CTTCTGACCCATACCCACCA-3′. The 2‐ΔΔCq method was employed to compare the relative levels of expression of miRNA and mRNA (Livak and Schmittgen 2001).

### Western blot analysis

Western blot analysis was performed according to previously published methods. R2C cells were washed once with cold PBS (GIBCO) and lysed in RIPA buffer (Sigma-Aldrich, St. Louis, MO, USA) containing protease inhibitors. Total protein was separated by 10% SDS–PAGE, followed by transfer to polyvinylidene difluoride membranes (Millipore Corp, Billerica, MA, USA). Membranes were blocked with 5% skim milk at 25 to 30 °C for 1 h. Membranes were then incubated with primary rabbit anti-rat antibodies against MEF2C (1:1000; Abcam, Cambridge, MA, USA), MEK5 (1:1000; Abcam Cambridge, MA, USA), and β-actin (1:5000; Cell Signaling Technology, Danvers, MA, USA) overnight. Membranes were then washed thrice with TBST(Millipore Corp, Billerica, MA, USA), followed by incubation with anti-rabbit IgG horseradish peroxidase secondary antibody (1:5000; Cell Signaling Technology) for 1 h at 25 °C. Finally, immunoreactive bands were visualized using the ECL reagent (Sigma-Aldrich). Relative levels of protein expression were quantified using the Image J software (NIH Image J 2.0v system, Bethesda, MD, USA) and normalized to β-actin.

### Testosterone enzyme linked immunosorbent assay (ELISA)

Total testosterone was measured using the Rat or Human Testosterone ELISA kit (Cusabio, Wuhan, China) according to the manufacturer’s instructions. After testis tissue was added to HEPES in proportion, the tissue was grinding, and the supernatant was taken for ELISA. Meanwhile, the serum was used in direct assays. A standard curve was constructed using GraphPad Prism (GraphPad Prism c8.0, GraphPad Software, San Diego, CA, USA), applying a sigmoidal 4-parameter logistic fit. The concentration of testosterone (ng/mL) was determined based on this curve.

### CCK8 analysis for cell viability

Cell viability was measured using a Cell Counting Kit-8 (Dojindo, Kumamoto, Japan) according to the manufacturer’s instructions. Briefly, 1 × 10^4^ R2C cells were seeded in 96-well plates with 30 mM high-glucose DMEM after transfection with respective oligos (miRNA mimics and inhibitors). CCK-8 solution (10 μL) was added to each well for 1 h and the optical density was measured at 450 nm using a microplate reader (Beckman Coulter, Miami, FL, USA) for estimation of viable cells. Samples in each group were tested every 24 h for 5 days and the proliferation curves were plotted.

### Apoptosis analysis

Apoptosis was measured using the Annexin V-FITC Apoptosis Detection Kit (Dojindo) according to the manufacturer’s protocol. R2C cells were harvested by centrifugation, mixed, washed twice with PBS, and re-suspended in binding buffer at a final density of 10^6^ cells/mL. Annexin V-FITC (5 μL) was added to 100 μL of the cell suspension, followed by the addition of 5 µL PI solution. The cell suspension was mixed and incubated for 15 min at 25 °C in the dark. Subsequently, 200 μL of binding buffer was added, and cells were analyzed by flow cytometry using CytoFLEX (Beckman Coulter, Miami, FL, USA). Data were analyzed using the Flowjo software (Flowjo 10.4v, Ashland, OR, USA).

### Statistics

Statistical analysis was performed with GraphPad Prism version c8.00. Quantitative data are reported as mean ± SD and binary data by counts. Significance between 2 groups was determined by Mann–Whitney U as appropriate. For comparison between multiple groups, Kruskal–Wallis test was used. A p-value < 0.05 was considered significant.

## Results

### Diabetes led to testicular damage and decreased androgens

We generated the DM model in adult male Sprague Dawley rats. We observed that at 8 week after the STZ injection, the DM rats showed a significant decrease in the testicular index (testis weight/body weight × 100%) when compared with the control (Fig. 1A and B). We also found that the serum and testicular tissue levels of testosterone were decreased in DM rats (Fig. 1C and D). Histological analyses revealed that, in contrast to controls, all DM testes displayed a striking reduction of spermatogenesis in the seminiferous tubules. Meanwhile, we observed an apparent increase in the number of apoptotic sperm cells and somatic cells, especially in Leydig cells, as revealed by the TUNEL assay (Fig. 1E). Thus, these results reproduced previous findings and confirmed that diabetes causes testicular cell injury and apoptosis, decreasing androgens and spermatogenesis (Cheng et al. 2020; Khosravi et al. 2019). Based on this, we concluded that diabetes destroys the physiological structure of normal testes in rats.

**Fig. 1:**
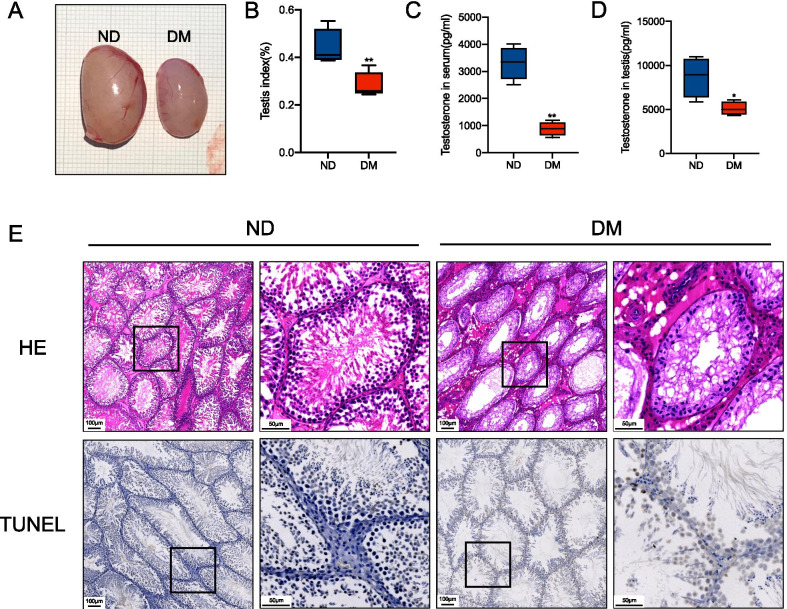
Effects of diabetes on testicular function and apoptosis. Eight weeks after diabetes was established, the right testis of each rat was removed and separately photographed (**A**) and the testis index {(testis weight/body weight) × 100%} was calculated (**B**). Concentrations of serum (**C**) and testicular (**D**) testosterone detected by ELISA in each group. Representative hematoxylin & eosin (H&E) and TUNEL staining of rat testicular tissues from ND (first 2 panels) and DM (last 2 panels) groups. For a better comparison, the second panel in each group is a partially enlarged panel (black box) of the first panel. Scale bar = 100 μm (first panel) and 40 μm (second panel) (**E**). Data are presented as mean ± SD.*p < 0.05 **p < 0.01 compared with the ND group

### miRNA–mRNA integrated profiling of testis in diabetic rats

We extracted the total RNA from diabetic and non-diabetic testes and processed them for small RNA-Seq and RNA-Seq, as previously described. 

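RNA-Seq values of 6 rat testes were analysed here, 3 from diabetic and 3 from non-diabetic Sprague-Dawley rats, an outbred strain. The diabetic rats had been fed a high-fat diet and had then received streptozotocin at 35 mg/kg, which destroys pancreatic beta cells. The testes were taken 8 weeks later. For the control rats the paper states an injection of citrate buffer and does not state the diet. An effect of diet can therefore not be told apart from that of diabetes. The small RNA-Seq libraries were not analysed here. The authors aligned the mRNA reads to the rat genome with STAR, assembled transcripts with StringTie and expressed their abundance as fragments per kilobase of transcript and unit of library size (FPKM), which divides the fragments of a transcript by its length and by the size of the library. They screened differential transcripts with DESeq2. The deposited values are FPKM for 35291 genes, of which 32623 carry an Ensembl identifier and 2668 are loci assembled from the reads, and the table holds no value for single transcripts. Because FPKM are not counts, the number of reads per library is unknown, and the totals of a column show only how the values were scaled. They were 464969, 461864 and 461428 FPKM in the diabetic rats and 456241, 478211 and 453304 FPKM in the non-diabetic rats. The relative depth of the libraries could be read from genes with less than 1 FPKM, since a small number of fragments gives the same ratio between a pair of samples at many genes. Against a mean of 1 over the 6 samples, it was between 0.966 and 1.09 in the diabetic rats and between 0.893 and 1.02 in the non-diabetic rats, so the ranges overlapped. The groups were compared with limma on log2(FPKM + 0.1), over the 20338 genes with a mean of at least 0.5 FPKM over the 6 samples. Log2 fold changes are on that scale, which understates the change of low genes, and all tests were two-sided. With 3 rats against 3, an exact permutation test of a single gene cannot give a p-value below 0.1. The pseudocount, the filter on low genes, the set of genes tested, the settings of eBayes, the rats included and the use of gene totals in place of transcripts are among the choices that could change the numbers.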

Bioinformatics analysis demonstrated the differential expression of 19 miRNAs (12 known miRNAs and 7 novel miRNAs, Log2FoldChange ≥ 1, p ˂ 0.05) and 555 mRNAs (Log2FoldChange ≥ 1, p < 0.05) between the 2 groups. 

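At an absolute log2 fold change of at least 1 and an unadjusted p-value below 0.05, 253 of the 20338 genes tested differed between diabetic and non-diabetic testes, which is 1.24% of them. The unadjusted p-value from limma was below 0.05 for 1517 genes, where 1017 would be reached by chance alone. Splits of the same rats that mixed the conditions, compared after these counts were seen, gave up to 1897 such genes. After Benjamini-Hochberg adjustment over all genes tested, limma gave an adjusted p-value below 0.05 for 7 genes, 2 higher and 5 lower in the diabetic rats. The values of the groups did not overlap for 197 of the 253 genes. Over all genes tested, the groups did not overlap for 2640 genes, or 12.98%, against the 10% that chance gives for 3 rats against 3, and splits that mixed the conditions gave up to 3078 genes. Of the 253 genes, 67 were assembled loci. Without the filter on low genes 621 of 30782 genes passed the same criterion. Among genes tested whose symbol matched a protein-coding gene in RefSeq, called protein-coding genes here, 85 of 12242 did.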

The differentially expressed genes were visualized using a volcano plot (Fig. 2A, B). 

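Of the genes that limma placed at an adjusted p-value below 0.05, Mfn2, which encodes the mitochondrial fusion protein mitofusin-2, was listed at 38.6 ± 4.90 FPKM (SD, n = 3) in the diabetic rats and 9.60 ± 0.568 FPKM (SD, n = 3) in the non-diabetic rats. Its log2 fold change was 1.99 with a standard error of 0.10, and the adjusted p-value from limma was 0.00376. Aldh1a7, a paralog of Aldh1a1, rose from 0.685 ± 0.174 FPKM to 3.45 ± 0.202 FPKM (SD, n = 3 each), a log2 fold change of 2.20 (adjusted p = 0.0415 from limma). Aldh1a1 itself had a log2 fold change of -0.86, and reads shared between these paralogs could have been assigned to either of them. Among the genes that were lower, LOC102552398 was listed at 0 FPKM in 2 diabetic rats and at 0.0656 FPKM in the other. It was at 4.11, 8.33 and 8.08 FPKM in the non-diabetic rats. The adjusted p-value of LOC102552398 from limma was 0.00605, and 0.0651 with a pseudocount of 0.01. AC120712.1 fell from 3.78 ± 0.553 FPKM to 0.111 ± 0.00867 FPKM (SD, n = 3 each; adjusted p = 0.00376 from limma). Cyp17a1, which encodes the steroid 17-alpha-hydroxylase of the testosterone pathway, fell from 28.9 ± 6.30 FPKM to 9.36 ± 0.448 FPKM (SD, n = 3 each). That was a log2 fold change of -1.60 with a standard error of 0.15 (adjusted p = 0.0415 from limma). The remaining 2 of the 7 genes were assembled loci without a symbol, with log2 fold changes of -2.999 and -1.49. A further 2 assembled loci without a symbol rose, with log2 fold changes of 1.71 and 4.20 and adjusted p-values from limma of 0.0530 and 0.0559. Palm, a gene of Fig. 2D that stayed just above the adjusted threshold, rose from 0.225 ± 0.0679 FPKM to 1.98 ± 0.438 FPKM (SD, n = 3 each). The adjusted p-value of Palm from limma was 0.0559, against 0.00645 when only protein-coding genes were tested. It was 0.106 with a mean of at least 1 FPKM and 0.243 with the replicate number as a block. For each of these genes every diabetic rat lay outside the range of the non-diabetic rats (exact permutation test, p = 0.1, the smallest that 3 rats against 3 allow). When each rat was left out in turn, the log2 fold change of Mfn2 stayed between 1.90 and 2.09 and that of Cyp17a1 between -1.71 and -1.43. In these 6 fits the adjusted p-value from limma ran from 0.0163 to 0.147 for Cyp17a1 and was at or above 0.05 in 4 of them. It was at or above 0.05 in 5 of them for Aldh1a7 and for each of the 2 assembled loci that fell. The same held in 1 fit each for Mfn2, LOC102552398 and AC120712.1. For Palm it held in all 6 fits, at 0.0607 to 0.226.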

Next, we attempted to identify putative miRNA–mRNA regulatory interactions to further investigate the role of miRNAs in diabetic testicular damage. Our strategy for identifying miRNA–mRNA regulatory relationships was based on 2 criteria: prediction of computational targets and negative regulation relationship. We used the Targetscan 7.2 database (http://www.targetscan.org/) to target gene prediction for miRNAs, and accordingly noted that 13,885 target mRNAs were predicted from 12 differentially expressed known miRNAs. We then applied a Venn diagram to obtain the intersection of the miRNA-predicted target genes and differentially expressed mRNAs according to the negative regulation (Fig. 2C). 

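Of the 253 genes past the criterion, 172 were lower in the diabetic testes and 81 were higher, so that 67.98% were lower. The median log2 fold change over all genes tested was -0.021. With each sample divided by its median ratio to the geometric mean of the samples, 161 genes were lower and 90 were higher, and 242 genes were shared with the 253. Among the 12242 genes tested whose symbol belongs to a protein-coding gene in RefSeq (assembly GRCr8), 76 genes were lower and 9 were higher.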

Finally, we selected 215 genes, and constructed a ceRNA regulatory network (Fig. 2D). 

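In Fig. 2D, 185 gene names could be read by eye, and each of them was matched to a symbol of the deposited table. Of these, 147 are linked to raised miRNAs, for which negative regulation calls for lower mRNA in the diabetic testes, and 38 are linked to lowered miRNAs. A mean of at least 0.5 FPKM was reached by 122 of the 185 genes, and 63 lay below it. Of the 93 genes tested that are linked to raised miRNAs, 75 were lower in the diabetic rats, with a median log2 fold change of -0.22, and 17 also passed the criterion. Of the 29 genes tested that are linked to lowered miRNAs, 16 were higher, with a median log2 fold change of 0.0083, and 2 passed the criterion, Palm and Crb1. Together, 19 of the 122 genes passed in the direction of the network and 0 passed in the opposite direction. An unadjusted p-value below 0.05 in the direction of the network was reached by 37 genes. The lowest log2 fold change was that of Calb2, at -3.02. For 84 of the 122 genes the absolute log2 fold change was below 0.5. With Benjamini-Hochberg adjustment over the 122 genes alone, limma gave an adjusted p-value below 0.05 for 23 genes, and over all genes tested for 0 genes. That number was 10 of 120 genes when only protein-coding genes were tested, 4 with eBayes without the trend and at most 1 under the other alternatives run for it without a block. The names in the network are the paper's own calls on these rats, so the adjustment over the list shows no stability. Without the filter on low genes, 36 of the 185 genes passed in the direction of the network, 17 of them from the 63 genes below the filter.

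**Figure D1:**
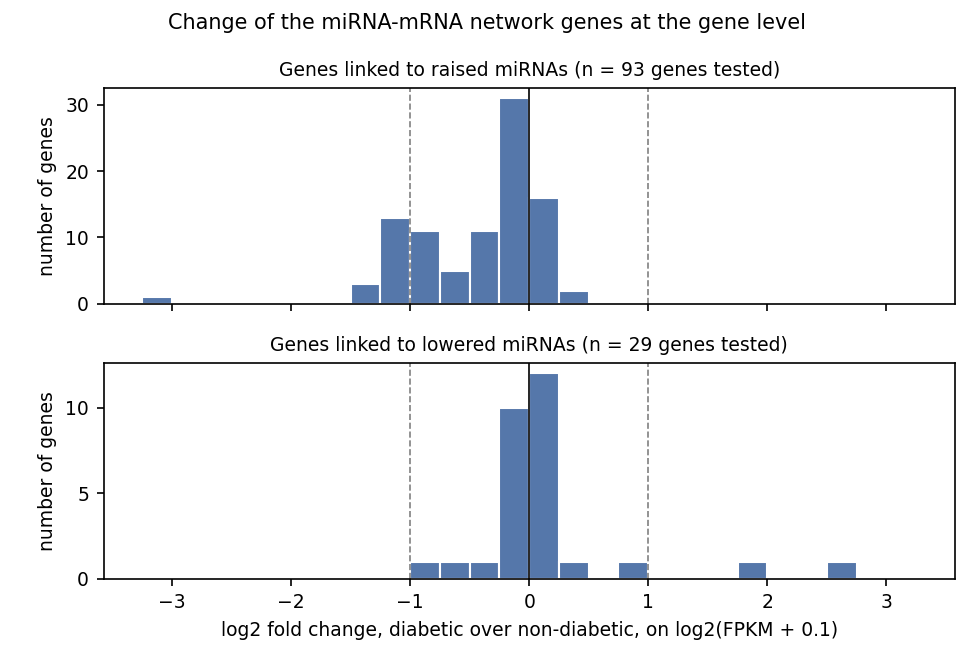
Number of genes of Fig. 2D at each log2 fold change, diabetic over non-diabetic, on log2(FPKM + 0.1), for 93 genes linked to raised miRNAs (top) and 29 genes linked to lowered miRNAs (bottom). The dashed lines mark an absolute log2 fold change of 1; 60 of the 93 genes and 24 of the 29 genes lie within 0.5 of zero.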

To investigate the biological effects of miRNAs in the testes of diabetic rats, we performed KEGG pathway analysis on 215 selected target genes. Our results revealed that the PI3K-Akt signalling pathway (Alzahrani 2019), axon guidance, ECM-receptor interaction (Li et al. 2020; Yan et al. 2019), and MAPK signalling pathway (Yue and López 2020) were the top-scoring enrichments (Fig. 2E). Interestingly, most of these pathways are related to cell survival and apoptosis.

**Fig. 2:**
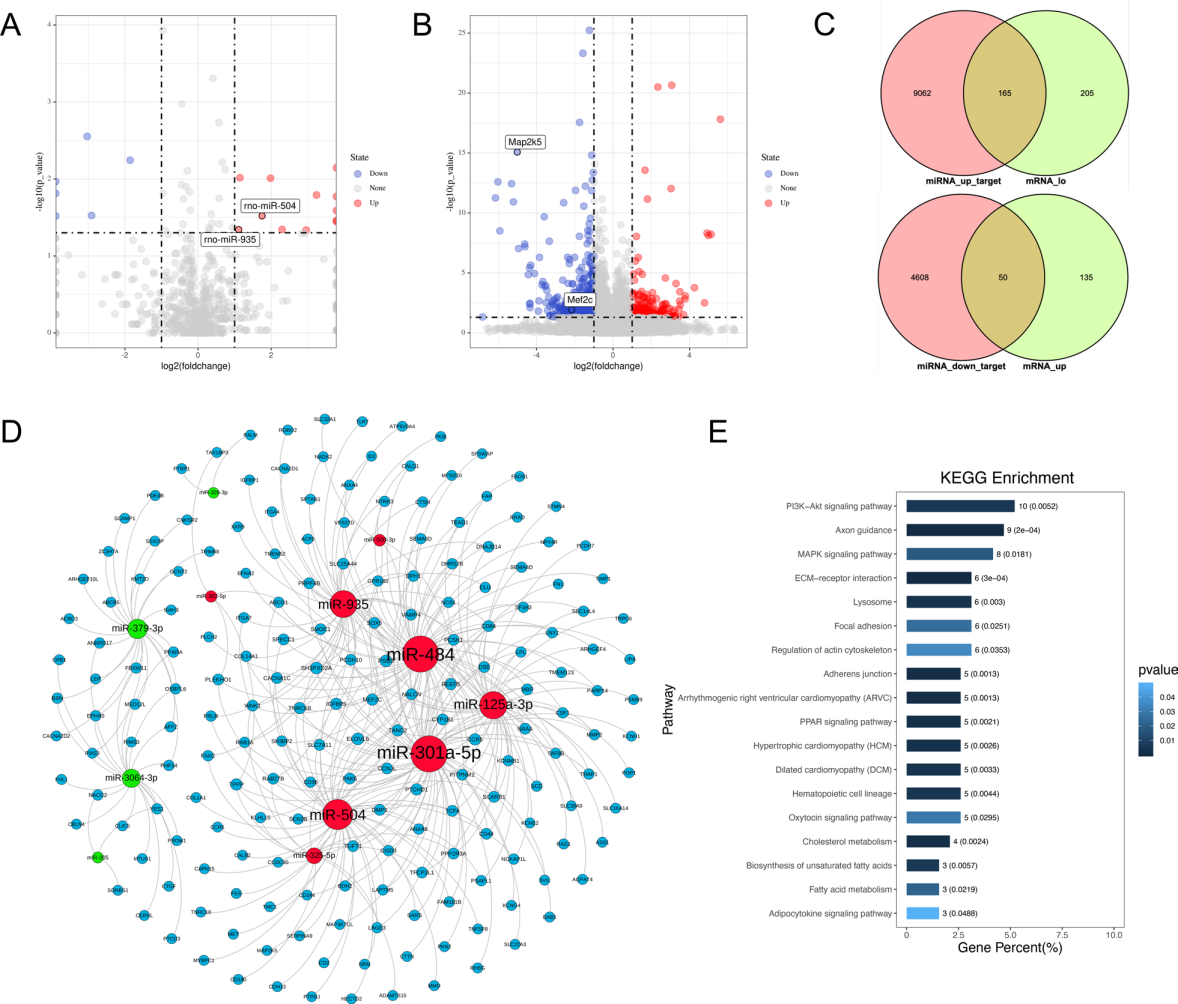
Bioinformatics analysis of testicular miRNA by RNA sequencing. Volcano plot analysis of differentially-expressed miRNAs (**A**) and mRNAs (**B**) in the diabetic vs. normal testis from ND and DM rats. The log2 transformation of the fold change in the expression of miRNAs and mRNAs between diabetic and normal testes from each group is plotted on the x-axis. The log p-value (base 10) is placed on the y-axis. Differentially-expressed miRNAs and mRNAs (fold change ≥ 1) are indicated in red (upregulated miRNAs and mRNA in diabetic testis) and green (downregulated miRNAs and mRNA in diabetic testis). Upregulated (miRNA_up_target) and downregulated (miRNA_down_target) miRNA-target genes were predicted online using TargetScan (http://www.targetscan.org/). The overlapping target genes and downregulated (mRNA_lo) or upregulated (mRNA_up, **C**) mRNAs were identified via Venn diagrams. The miRNA–mRNA regulation networks were constructed using the Gephi software (**D**). Red dots represent upregulated miRNAs, whereas green dots indicate downregulated miRNAs, and blue dots indicate downstream target genes. KEGG analysis of upregulated and downregulated mRNAs in the miRNA–mRNA regulation networks (**E**)

### Validation of miRNA expression in clinical specimens

We then aimed to gain further insight into the potential regulatory roles of miRNAs in the testicles of diabetic rats, whether in spermatogenic or somatic cells, and specifically their role in the survival and apoptosis of these cells. KEGG pathway analysis found that these miRNAs exerted their effect mainly through the PI3K/AKT and MAPK signalling pathways. We recreated the Ce regulatory network map of mRNAs and miRNAs that regulate them in the 2 classic survival and apoptotic pathways enriched in the PI3K/AKT and MAPK pathways through KEGG analysis. 

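Fig. 3A names 15 genes, and 10 of them reached the filter on low genes. Met, which encodes the receptor of hepatocyte growth factor, was at 1.24 ± 0.0402 FPKM (SD, n = 3) in the diabetic and 2.99 ± 0.0879 FPKM (SD, n = 3) in the non-diabetic rats. Its log2 fold change was -1.21 with a standard error of 0.14, and the adjusted p-value from limma over all genes was 0.0559. Prlr, the prolactin receptor gene, fell from 3.28 ± 0.444 FPKM to 1.12 ± 0.220 FPKM (SD, n = 3 each), a log2 fold change of -1.47 (adjusted p = 0.127 from limma). Col1a1, a collagen gene, fell from 2.14 ± 0.783 FPKM to 0.903 ± 0.0254 FPKM (SD, n = 3 each), a log2 fold change of -1.09 (adjusted p = 0.456 from limma). With each rat left out in turn, the log2 fold change of Col1a1 ranged from -1.40 to -0.86, which includes values short of the criterion. When only protein-coding genes were tested, the adjusted p-value from limma was 0.0104 for Met and 0.0184 for Prlr. With eBayes without the trend it was 0.0173 for Met and 0.148 for Prlr. With each rat left out in turn it ran from 0.130 to 0.236 for Met and from 0.163 to 0.428 for Prlr. With the replicate number as a block it was 0.333 for Met and 0.374 for Prlr. Met, Prlr and Col1a1 passed the criterion in the direction of the network. Cacna2d1 had separate groups and a smaller log2 fold change of -0.32. With adjustment over the 10 genes alone, limma placed 4 genes below 0.05, the 3 genes above and Cacna2d1. Over all genes tested, the adjusted p-value of Cacna2d1 from limma was 0.551. These names too are the paper's own calls on these rats, so the adjustment over the list shows no stability. The other 6 genes tested, Cacna1c, Csf1, Pkn2, Ppp2r3a, Map2k5 and Mef2c, had log2 fold changes between -0.26 and 0.10, and the groups overlapped for each of them. The 5 genes below the filter were low in every rat. Efna2 was at 0.0302 FPKM in the diabetic and 0.184 FPKM in the non-diabetic rats, Itga4 at 0.1196 and 0.315 FPKM, Itga7 at 0.110 and 0.271 FPKM, and Fn1 at 0.335 and 0.482 FPKM, as means of 3 rats. Cacna2d2 was at 0.382 FPKM in the diabetic and 0.585 FPKM in the non-diabetic rats. Without the filter, Efna2 also passed the criterion, with a log2 fold change of -1.14.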

We found that the top-ranked 4 miRNAs that regulate a number of mRNAs were miR-504, miR-935, miR-484, and miR-301a-5P. We clinically collected the serum of young male (20–35 years old) patients with type 2 diabetes (the pathogenesis was all due to chronic consumption of high sugar diet and a family history of diabetes) to determine the expression of the aforementioned miRNAs. Compared with healthy volunteers (clinical information was shown in Additional file 1: Table S1), our results showed that the expression of miR-504, miR-935, and miR-484 in patients with type 2 diabetes was higher than that in healthy volunteers, and the difference between miR-504 and miR-935 was the most significant (Fig. 3B). This finding was consistent with the sequencing results. 

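Mef2c, the gene of the transcription factor MEF2C, is listed in the deposited table under the identifier ENSRNOG00000033134. Its values were 1.77, 1.41 and 1.30 FPKM in the diabetic rats and 1.86, 1.31 and 1.36 FPKM in the non-diabetic rats. The means were 1.49 ± 0.245 FPKM and 1.51 ± 0.303 FPKM (SD, n = 3 each). The log2 fold change was -0.0080 with a standard error of 0.21, so that the difference was smaller than the spread between rats (adjusted p = 0.997 from limma, and exact permutation test, p = 0.9). With each rat left out in turn it ranged from -0.13 to 0.14, and its sign changed. These values are totals of the gene, and the table does not give the transcripts of Mef2c separately.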

We further observed that the Ce regulatory network map identified MEF2C as one of the most miRNA-regulated mRNAs, with both miR-504 and miR-935 simultaneously targeting this gene. 

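Map2k5, which encodes the kinase MEK5, is listed as ENSRNOG00000007926. It was at 7.41, 8.08 and 6.67 FPKM in the diabetic rats and at 7.08, 6.44 and 7.05 FPKM in the non-diabetic rats, with means of 7.39 ± 0.707 FPKM and 6.85 ± 0.359 FPKM (SD, n = 3 each). The log2 fold change of the gene total was 0.10 with a standard error of 0.10 (adjusted p = 0.897 from limma). The groups overlapped (exact permutation test, p = 0.4), and the log2 fold change lay between 0.037 and 0.17 with each rat left out in turn.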

Interestingly, MEK5 (MAP2K5) in the MEK5-ERK5-MEF2C pathway that exists in MEF2C was also demonstrated to be regulated by miR-504. We hence assumed that miR-504 and miR-935 might co-regulate MEK5-ERK5-MEF2C via the classic survival pathway. 

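Mapk7, which encodes ERK5, the kinase between MEK5 and MEF2C, was at 10.2 ± 1.06 FPKM (SD, n = 3) in the diabetic and 9.95 ± 0.626 FPKM (SD, n = 3) in the non-diabetic rats. Its log2 fold change was 0.033 with a standard error of 0.10 (adjusted p = 0.972 from limma, and exact permutation test, p = 0.8). For the 3 genes of this pathway, the difference between the groups was within the spread between rats at the level of gene totals. These totals are of whole testis, so a change confined to Leydig cells could go unseen. The paper's experiments on R2C Leydig cells, which report lower MEK5 and MEF2C under high glucose, were not analysed here. The paper places MEF2C and MEK5 in the network from their differential expression in the testis and their predicted miRNA sites. Since both miR-504 and miR-935 target MEF2C there and miR-504 also targets MEK5, the paper assumes that the 2 miRNAs might together regulate the MEK5-ERK5-MEF2C pathway.

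**Figure D2:**
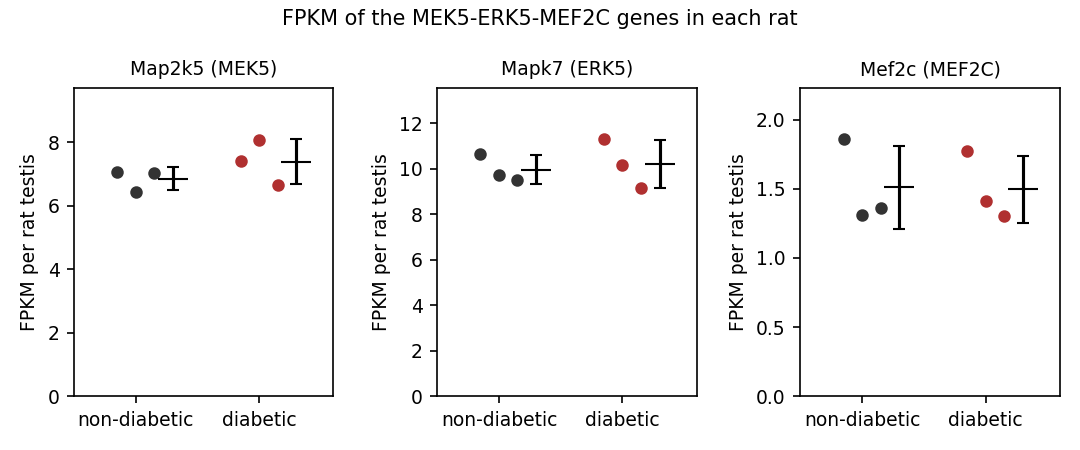
FPKM of Map2k5, Mapk7 and Mef2c in the testis of each rat, with 3 non-diabetic (black) and 3 diabetic (red) rats per gene. The bars give the mean and SD of each group; in each panel the range of the diabetic rats overlaps that of the non-diabetic rats.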

To further clarify the regulatory relationship between miR-504, miR-935, MEK5, MEF2C, and their targets, we predicted the miRNA–mRNA seed-site interaction between them using the Targetscan 7.2 database. Our results revealed a putative binding site of miR-504 in the 3 untranslated region (3 UTR) of MEF2C mRNA. This indicated the presence of 2 putative binding sites of miR-504 in the 3 untranslated region (3 UTR) of MEF2C mRNA, one binding site with MEK5, and one binding site between miR-935 and the MEF2C3′ region (Fig. 3C).

**Fig. 3:**
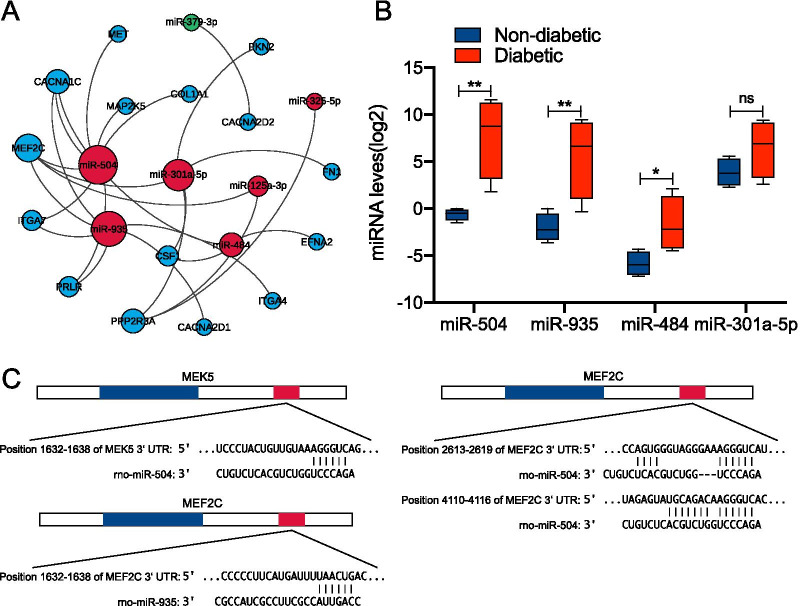
RT-qPCR analysis of differentially-expressed miRNAs. The miRNA–mRNA regulation network associated with the PI3K/AKT and MAPK pathways were constructed using the Gephi software (**A**). RT-qPCR analysis of differentially-expressed miRNAs (miR-504, miR-935, miR-484, miR-301-5p) in the serum of normal glucose tolerance subjects and type 2 diabetic patients (**B**). Data are presented as box plots, where all fold changes were calculated between medians. The y-axis indicates the expression level of miRNAs on a log2 scale. *p < 0.05, **p < 0.01, NS, not significant. The binding sites of miR-504 and miR-935 in the 3'-UTR of MEK5 and MEF2C mRNA were predicted using miRNA target prediction algorithms

### Glucose regulated the expression of miRNAs and biological functions of Leydig cells in a dose-dependent manner

To further explore the function of miR-504 and miR-935 in diabetic testicular cells, we used Leydig tumour R2C cells from rat testes to construct a high-glycaemic cell model. The reason for choosing Leydig cells was that diabetic patients exhibit decreased levels of androgen as a typical symptom (Kalyani and Dobs 2007). Although R2C cells are tumor cells, they have been used in multiple studies to establish models of cytotoxicity and androgen secretion (Deb and Bandiera 2011; Li et al. 2019a; Balbuena et al. 2013). Compared with R2C cells, the individual difference in Leydig cells isolated from diabetic rats (primary cells) is considered to be large which would seriously confound the results. Therefore, primary cells are not selected for subsequent experiments. Low levels of androgen are known to result in a series of reproductive system complications, such as reduced spermatogenesis and sexual desire, as well as erectile dysfunction (Minaz et al. 2019; Ding et al. 2015; Sajadi et al. 2019). Androgens are known to be primarily secreted by Leydig cells (Zirkin and Papadopoulos 2018). Therefore, the study of the role of miRNAs in the damage to testicular Leydig cells in diabetic individuals could provide good therapeutic targets and ideas for related treatments. We treated R2C cells with gradient concentrations of glucose (basal glucose for R2C cell was 5 mM and stimulated concentrations were 15 mM and 30 mM), and our results showed that the expression of miR-504 and miR-935 increased with increasing glucose concentrations (Fig. 4A, B), whereas the expression of the MEK5 and MEF2C downstream target genes was decreased with an increase in the concentration of glucose (Fig. 4C, D). We observed a similar trend in the changes of the MEK5 and MEF2C proteins (Fig. 4E–G). We then measured the testosterone content in the cell culture medium and the cell apoptosis rates. Our cell model simulated the microenvironment of Leydig cells in the testes of diabetic patients to some extent. We found that testosterone decreased with the increasing concentration of glucose, whereas the rate of apoptosis increased with the increasing concentration of glucose (Fig. 4I). These results indicated that glucose had a certain toxic effect on Leydig cells and could induce their apoptosis, in agreement with previous studies, which suggested that this toxic effect is regulated by the concentration of glucose. Besides, high levels of glucose were also found to induce an increase in miR-504 and miR-935 and the downregulation of MEK5 and MEF2C. This regulation was also demonstrated to be dependent on the concentration of sugars.

**Fig. 4:**
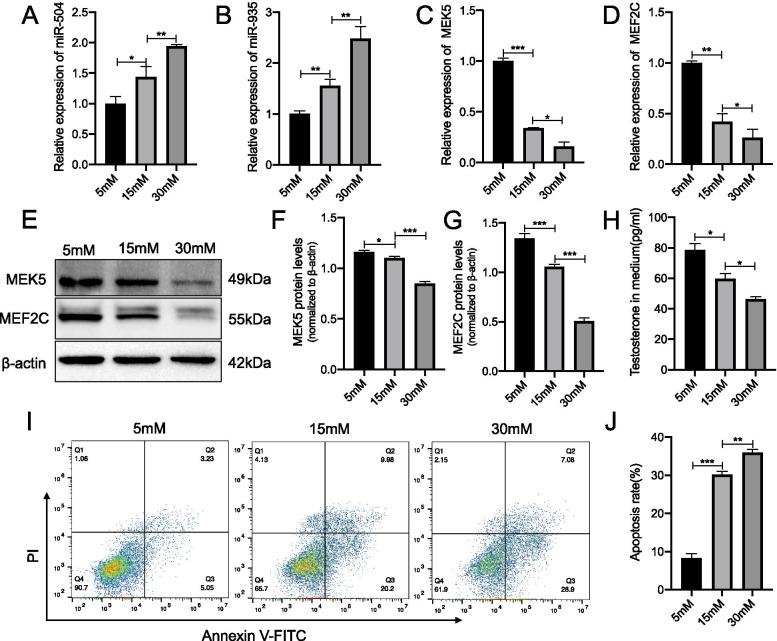
Effect of glucose concentration on miRNAs and apoptosis. Expression of miR-504 (**A**) and miR-935 (**B**) in R2C cells at 24 h after culturing in a glucose concentration gradient (basal glucose for R2C cell was 5 mM and stimulated concentrations were 15 mM and 30 mM). Data were normalised to U6 RNA, used as an internal control. Expression of MEK5 (**C**) and MEF2C (**D**) determined using RT-qPCR analysis. β-actin was used as an internal control. Representative immunoblotting (**E**) and cumulative quantification of the protein levels of MEK5 (**F**) and MEF2C (**G**) in R2C cells. Media were collected and assayed for concentration of testosterone using ELISA (**H**). Detection of apoptotic cells using FACS analysis with FITC-labelled annexin V and PI staining (**I**). Bar graphs represent the percentage of apoptotic cells in each group (**J**). *p < 0.05, **p < 0.01, ***p < 0.001. n = 3

### miR-504 inhibited the proliferation and promoted the apoptosis of Leydig cells by targeting MEK5 and MEF2C

The aforementioned experiments demonstrated the effect of high glucose on the function of Leydig cells and their regulation by miR-504 and miR-935. However, whether miR-504 and miR-935 are involved in the damage of R2C cells under the effect of high glucose, and whether the downregulation of MEK5 and MEF2C is regulated by miR-504 and miR-935 remain unclear. Therefore, we conducted a series of studies on the role of miR-504 and miR-935 in R2C cells. We first used oligos to overexpress miR-504 in normal cultured R2C cells, and knock-down the expression of miR-504 on R2C cells cultured in a high-glucose environment (30 mM) (Fig. 5A). Next, we measured the expression of the 2 target genes, MEK5 and MEF2C, predicted by miR-504. Our results showed that the expression of MEK5 and MEF2C was significantly decreased, which was similar to the expression of MEK5 and MEF2C in a high-glucose environment. This decrease in the expression of MEK5 and MEF2C caused by high glucose was reversed when we knocked-down the expression of miR-504 in R2C cells cultured with high glucose (Fig. 5B, C), The above trends were consistent with the results of MEK5 and MEF2C protein assays (Fig. 5D–F). We then tested the cell phenotype of R2C. We first detected the secretion of testosterone in R2C cells. Our results showed that the overexpression of miR-504 could inhibit the secretion of cell testosterone, whereas knocking-down the expression of miR-504 could partially recover the high-glucose-induced weakened secretion of testosterone by R2C cells. Subsequently, we tested the proliferation and apoptosis of R2C cells and found that after overexpressing miR-504, the proliferation rate of R2C cells slowed–down, whereas apoptosis was increased. Knockdown of miR-504 reversed the decrease in the proliferation, whereas increased apoptosis caused by high levels of glucose (Fig. 5H–J).

**Fig. 5:**
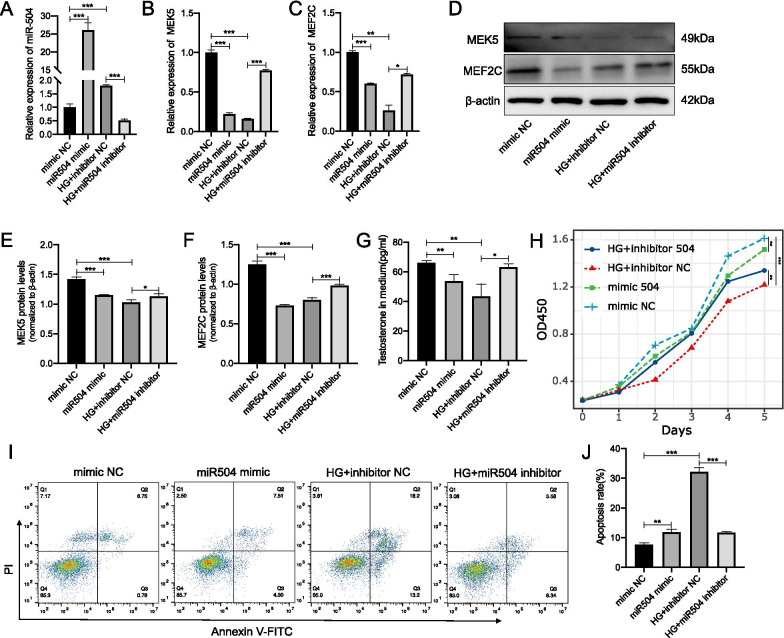
Modulation of proliferation and apoptosis of Leydig cells by mRNA targets of miR-504. Expression of miR-504 in miR-504 mimic-or miR-504 inhibitor-infected R2C cells at 24 h after culturing in normal or high glucose (HG). Data were normalised to U6 RNA, used as an internal control (**A**). Expression of MEK5 and MEF2C determined by RT-qPCR analysis. β-actin was used as an internal control (**B**, **C**). Representative immunoblotting (**D**) and cumulative quantification (**E**, **F**) of the protein levels of MEK5 and MEF2C in R2C cells transfected with miR-504 mimic, miR-504 inhibitor, mimic NC, or inhibitor NC. Media were collected and assayed for concentration of testosterone using ELISA (**G**). Cell proliferation was assayed using CCK8 (**H**). Detection of apoptotic cells by FACS analysis with FITC-labelled annexin V and PI staining (**I**). Bar graphs represent the percentage of apoptotic cells in each group (J). *p < 0.05, **p < 0.01, ***p < 0.001. n = 3

### miR-935 inhibited the proliferation and promoted the apoptosis of Leydig cells by targeting MEF2C

Next, we performed a similar experiment using miR-935 in R2C cells. Our results showed that the expression of the MEF2C mRNA and protein was decreased (Fig. 6B–D) after the overexpression of miR-935 (Fig. 6A). We also found that the decreased secretion of testosterone (Fig. 6E) slowed-down the proliferation rate. This was similar to the biological changes observed in R2C cells in a high-glucose environment. However, we observed that when the expression of miR-935 was knocked-down in a high-sugar medium, the above phenotypes were reversed. The above 2 sets of experiments indicated that high glucose could induce the high expression of miR-504 and miR-935. The high expression of miR-504 and miR-935 might be negatively regulated by targeting MEK5 and MEF2C, thereby inducing cell apoptosis. As such, slowing-down the proliferation of R2C cells would result in the decreased secretion of testosterone.

**Fig. 6:**
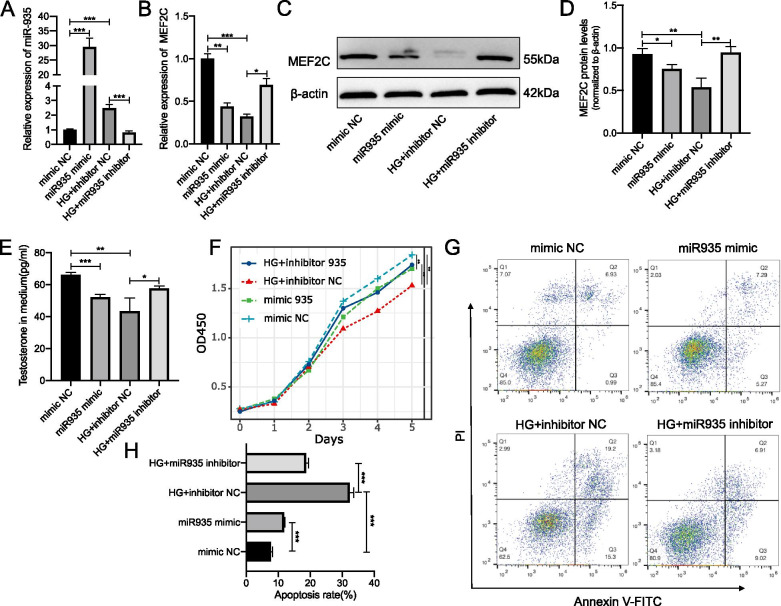
Modulation of proliferation and apoptosis of Leydig cells by mRNA targets of miR-935. Expression of miR-935 in miR-935 mimic-or miR-935 inhibitor-infected R2C cells at 24 h after culturing in normal or high glucose (HG). Data were normalised to U6 RNA used as an internal control (**A**). Expression of MEF2C determined by RT-qPCR analysis. β-actin was used as an internal control (**B**). Representative immunoblotting (**C**) and cumulative quantification (**D**) of the protein levels of MEF2C in R2C cells transfected with miR-935 mimic, miR-935 inhibitor, mimic NC, or inhibitor NC. Media were collected and assayed for concentration of testosterone using ELISA (**E**). Cell proliferation was assayed using CCK8 (**F**). Detection of apoptotic cells by FACS analysis with FITC-labelled annexin V and PI staining (**G**). Bar graphs represent the percentage of apoptotic cells in each group (H). *p < 0.05, **p < 0.01, ***p < 0.001. n = 3

## Discussion

The main findings of this study could be summarized in the following. The expression profile of testicular miRNAs differed significantly between diabetic and normal rats.The differentially expressed miRNAs and mRNAs formed together a miRNA–mRNA regulatory network, which was involved in multiple signal transduction pathways in diabetic testicular damage. The miR-504 and miR-935 collaborative inhibition of the classic survival pathway of MEK5-MEF2C in diabetic testis induced the apoptosis of Leydig cells and inhibited their cell proliferation, as shown in Fig. 7.

**Fig. 7:**
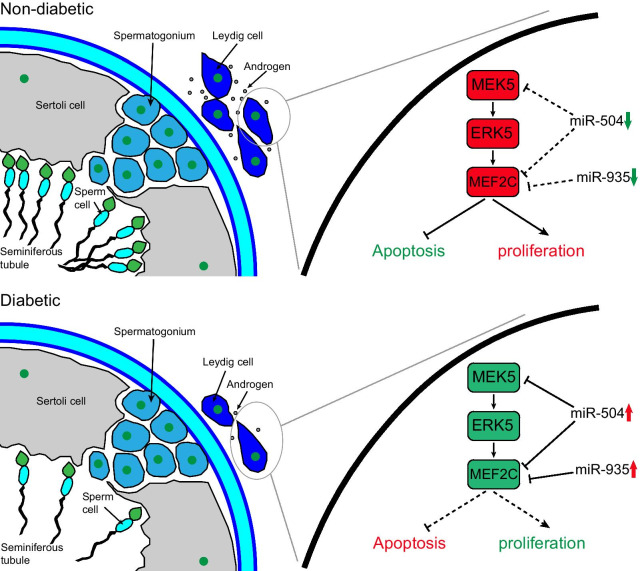
Schematic showing the molecular mechanisms of diabetes-induced testicular damage. Notes: In the diabetic state, the expression of miR-504 and miR-935 in Leydig cells increases, thereby inhibiting the MEK5/ERK5/MEF2C pathway, leading to increased interstitial cell apoptosis and inhibition of proliferation. This results in a reduced secretion of androgens, which in turn leads to a decrease in sperm production. Green indicates inhibition, whereas red indicates enhancement. Solid lines to indicate enhanced effects and dotted lines to indicate weakened stimulatory or inhibitory effects

MicroRNAs (miRNAs) are small, non-coding RNA molecules that function by regulating the expression of target genes by either inducing the degradation or inhibiting the translation of mRNAs through imperfect base-pairing with the 3′-UTR of target mRNAs (Fabian and Sonenberg 2012). The miRNA pathways have been reported to be involved in diverse physiological and pathological processes, including self-renewal, proliferation, differentiation, and apoptosis. Key control factors and biomarkers have been demonstrated to serve as clinically specific biomarkers and therapeutic targets (Lu and Rothenberg 2018). Many studies have shown that miRNAs play an important role in various diabetes-induced organ damages (Chang and Wang 2019; Petrie et al. 2018; Vasu, et al. 2019). For instance, miR-301 and miR-449 have been shown to regulate the levels of DNA methyltransferase (DNMT) inhibitors and histone deacetylases (HDAC), thus participating in the development and progression of diabetic kidney disease (Sankrityayan et al. 2019). Likewise, miR-451a/ATF2 was reported to play a vital role in diabetic retinal pigment epithelial cell (RPE cell) disease by regulating the mitochondrial function (Shao et al. 2019). One study found that miR-30c exhibited a protective effect on diabetic cardiac metabolism via targeting PGC-1β (Yin et al. 2019). Moreover, miRNAs have also been reported to be involved in diabetic testicular damage. Recent studies revealed that miRNA-34a led to testicular cell apoptosis by targeting the sirtuin 1 (SIRT1) mRNA (Jiao et al. 2018), whereas nitrate could improve the testicular tissue architecture and function by increasing the level of miRNA-34b and reducing p53 mRNA, further increasing the fertility index (Keyhanmanesh et al. 2019). However, these studies did not describe the role and mechanism of miRNAs in diabetic testicular damage from a high-throughput perspective and none of them performed miRNA RNA-Seq for the identification of differentially expressed miRNAs between diabetic and non-diabetic testes. In this study, we discovered 12 known differentially expressed miRNAs. Through a series of bioinformatics analysis, we found that these miRNAs have a powerful effect in diabetic testicular damage. A number of intensive studies were carried out on miRNA-504 and miRNA-935. This was not only because their expression in the blood of diabetic patients was consistent with the sequencing results, but because they also play a common regulatory role in the classic survival pathway of MEK5-ERK5-MEF2C.

In particular, miR-504 has been widely studied in a number of different types of cancer and has been suggested to participate in the occurrence and development of a number of types of malignant tumours, such as nervous system tumours, haematological tumours, lung cancer, colon cancer, osteosarcoma, breast cancer, and liver cancer (Cai et al. 2017; Chen and Fu 2020; Cui et al. 2016; Gao 2019; Li et al. 2019b; Liu et al. 2019; Quan et al. 2018; Rong et al. 2018). In these studies, miR-504 was reported to mostly play a role in inhibiting tumour proliferation and promoting tumour apoptosis, consistent with the results of our current study. In addition, miR-504 was also shown to play a key role in mental illnesses, such as nicotine addiction (Huang and Li 2009). Importantly, miR-504 has also been involved in diabetic vascular smooth muscle damage, similar to the results of our study: Reddy et al. found that miR-504 was highly expressed in the vascular smooth muscle cells (VSMCs) of diabetic mice, resulting in the dysfunction of VSMCs by targeting Grb10 and Egr2 (Reddy et al. 2016). Additionally, miR-935 has been reported to play an important role in the differentiation of single-cell M2-like macrophage. Although a number of studies have indicated that miR-935 is involved in tumour metastasis, some reports have suggested that it could function to inhibit tumour proliferation. Despite the lack of any report on the involvement of miR-935 in diabetic organ damage, significant differences have been observed in its expression among obese people; this is especially interesting considering that obesity is an important cause of type 2 diabetes. In our study, we found that miR-504 and miR-935 were highly expressed in diabetic testes and upregulated in a sugar concentration-dependent manner in Leydig cells. Studies have demonstrated that miRNAs can regulate biological processes in 2 ways. A single miRNA might target multiple mRNAs and these mRNAs could jointly regulate the same molecule or cell process, or several miRNAs might coordinate to regulate the expression of a single mRNA that regulates a certain pathway or phenotype. We found that the regulation of miR-504 and miR-935 on diabetic testicular injury was synergistic and cumulative, reflecting the above 2 regulation pathways. More specifically, miR-504 was shown to simultaneously target and inhibit MEK5 and MEF2C, and as MEF2C is also known to be the target of miR-935, it was assumed that miR-504 and miR-935 jointly inhibit the MEK5-ERK5-MEF2C classical survival pathway. It is well known that the mitogen-activated protein kinase/extracellular signal-regulated kinase (MAPK/ERK) pathway is related to cell proliferation, differentiation, migration, senescence, and apoptosis (Safa et al. 2020). The MEK5 protein is the latest family member discovered in MAPK (Cristea et al. 2020; Hoang et al. 2017). It is known that ERK5 phosphorylates and activates the MEF2C downstream target transcription factor, which has transcriptional activity, thus promoting cell proliferation and inhibiting cell apoptosis (Herglotz et al. 2016; Honda 2015). The overexpression of miR-504 and miR-935 in diabetic testis Leydig cells was reported to synergistically inhibit the MEK5-ERK5-MEF2C survival pathway, regulate the proliferation and apoptosis of Leydig cells, and subsequently affect the secretion of androgens and sperm formation. Therefore, we have discovered a molecular regulatory miRNA–mRNA network involved in the pathological process of diabetic testicular damage, which is essential for the prevention of long-term testicular damage in diabetes.

However, our study had certain limitations. We did not carry out a luciferase reporter gene experiment to prove the direct regulatory relationship between a miRNA and its target gene and did not use miR-504 and miR-935 inhibitors for in vivo experiments. The main reason for this was that the main purpose of our research was to mine the key miRNAs in testicular injury based on RNA sequencing, and only verify their function. In future studies, we will further explore the role and regulatory mechanism of miR-504 and miR-935 in diabetic testes.

## Conclusion

We constructed a miRNA–mRNA molecular regulatory network using second-generation sequencing. Both miR-504 and miR-935 targeted the MEK5-ERK5-MEF2C survival pathway, inhibiting the proliferation, and promoting the apoptosis of testicular cells, resulting in a decrease in the secretion of androgens, which in turn led to a series of complications, such as reduced spermatogenesis and erectile dysfunction. Hence, miR-504 and miR-935 might be important targets for the future treatment of diabetic testicular damage. Accordingly, local inhibitors of these miRNAs could be developed to treat and prevent related symptoms in patients with diabetic testicular damage. Therefore, it is made apparent that the identification of key miRNAs that affect Leydig cells in a high-sugar environment is of great importance for the management of diabetes-induced reproductive-associated complications.

## Supplementary Information

**Additional file 1: Table 1.** Clinical information of healthy volunteers and type 2 diabetes patients

## Data Availability

The datasets generated and/or analysed during the current study are available in the GEO database (Accession code: GSE169131) repository. [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE169131]. The datasets used and/or analysed during the current study are available from the corresponding author on reasonable request.

# Supplementary material for: MicroRNA regulation of the proliferation and apoptosis of Leydig cells in diabetes
**Source:** Mol Med. 2021 Sep 8;27:104. doi: 10.1186/s10020-021-00370-8
**Supplement:** Supplementary file 1 — Additional file 1: Table 1. Clinical information of healthy volunteers and type 2 diabetes patients

|  | healthy volunteers  (n=20) | type 2 diabetes patients  (n=20) | p. value |
| --- | --- | --- | --- |
| Age | 27.60 | 26.25 | 0.3522 |
| BMI | 23.63 | 24.32 | 0.2240 |
| GLU (mmol/L) | 4.49 | 14.10 | ＜0.0001 |

Supplemental Table 1 Clinical information of healthy volunteers and type 2 diabetes patients

BMI: body mass index, GLU: fasting serum glucose

How the deposited data were processed for this re-analysis (not part of the article)

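RNA-Seq of testis from 3 diabetic and 3 non-diabetic Sprague-Dawley rats was used. The diabetic rats were taken 8 weeks after streptozotocin at 35 mg/kg, which followed high-fat feeding. Conditions and replicate numbers came from the sample labels and the paper's methods. The replicate numbers are shared by the groups, but the rats are different animals. The paper does not state whether same-numbered rats share a litter, cage or batch. The main comparison has no block for them, and a block is among the alternatives. The small RNA libraries, the serum of patients, the hormone measurements, the histology and the cell experiments were not analysed here.

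The authors checked the reads with FastQC, compared them with rRNA sequences using BWA, aligned them to the rat genome with STAR and assembled transcripts with StringTie. The deposited values are FPKM per gene or assembled locus, as the authors calculated them. The paper's text names neither the genome build nor the versions of these tools, and it states that differential transcripts were screened with DESeq2. The deposited table gives genes, not transcripts, and no counts, so that screen could not be repeated here. Of its 35291 genes, 5641 have at least 1 value written with more than 6 decimals, as a sum of several values does. A symbol is missing for 2865 genes, and 397 symbols label more than 1 gene.

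The FPKM of each sample were transformed to log2(FPKM + 0.1). Genes with a mean of at least 0.5 FPKM over the 6 samples were kept, which left 20338 genes. Groups were compared with limma 3.58.1 (lmFit and eBayes with a mean-variance trend) in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment. A gene was counted by the paper's criterion, an absolute log2 fold change of at least 1 with an unadjusted p-value below 0.05, and the genes with an adjusted p-value below 0.05 were counted separately. Single genes and marker sets were also compared with the exact permutation test of scipy 1.17.1 in Python 3.11.15, for which 0.1 is the smallest p-value. For the 9 sets of cell-type marker genes, limma's camera was run with an inter-gene correlation of 0.01. The sets were written down before the data were examined, as were the comparison of the groups, the rule for the genes named and the alternatives, except the estimated inter-gene correlation in camera. Several tests of other explanations were chosen after the results were seen, and the closing section names them. The rule for the genes named takes every gene of Fig. 3A, Mapk7, Grb10, Egr2 and Sirt1, and up to 5 genes with the largest rise and 5 with the largest fall in log2 fold change at an adjusted p-value below 0.05. It asks for groups that do not overlap and a mean of at least 1 FPKM in the higher group, and fills missing places from genes past the paper's criterion by their unadjusted p-value. Sirt1 was not analysed here. Assembled loci are described without their identifiers.

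The steps were tested on simulated values for 20338 genes, of which 200 were given known log2 fold changes. Every simulated change was larger in size than those of Met, Prlr and Cyp17a1, and the genes were simulated independently of each other. The shares below therefore do not show how many smaller changes would be found. The paper's criterion recovered 98.5% of the 200 genes with the right sign, and an adjusted p-value below 0.05 was reached by 91.0% of them. Of the 20138 genes simulated without a change, 141 passed the paper's criterion and 5 had an adjusted p-value below 0.05. The slope of the estimated on the simulated log2 fold change was 0.989 over the 200 genes.

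The depth per sample is unknown in reads. For each pair of samples the commonest ratio among genes with less than 1 FPKM was shared by 36 to 63 genes, and the relative depths fitted to these ratios deviated from them by at most 0.0371%. The libraries therefore differ little in depth, and the precision of single genes rests on the spread between 3 rats. The 10 genes with the highest FPKM held between 7.09% and 7.56% of the total in the diabetic rats and between 6.38% and 8.10% in the non-diabetic rats. No pair of samples had identical values, and the correlation of log2 values across genes was 0.958 to 0.965 within groups and 0.957 to 0.966 between groups.

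The alternatives were a pseudocount of 1 or 0.01, no filter, a mean of at least 1 FPKM, rescaling to TPM, median-ratio scaling, eBayes without the trend or with robust hyperparameters, the replicate number as a block, protein-coding genes only, genes with the same symbol summed, adjusted in place of unadjusted p-values, and leaving out each rat in turn. Gene types came from RefSeq (assembly GRCr8), whose symbols matched 17294 of the 35291 genes. The protein-coding set leaves out every gene without a match, so it can miss coding genes, and it does not hold Aldh1a7. No coordinates are given, because the build the authors used is not stated in the paper's text.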

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

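The tests of a neighbouring gene and of a paralog were chosen only after the 2 genes were seen to rise. Both genes were higher in diabetic testes at an adjusted p-value below 0.05 and are genes that the paper's text and its Fig. 2D and Fig. 3A do not discuss. No group of 3 rats was tested for single outlying samples.

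Mfn2 had a log2 fold change of 1.99 in the diabetic rats, with all 3 diabetic rats between 33.6 and 43.4 FPKM and all 3 non-diabetic rats between 9.19 and 10.2 FPKM. The adjusted p-value from limma was 0.00376, and over the alternatives without a block it ran from 0.000112 among protein-coding genes only to 0.0566 without non-diabetic replicate 3. Scaling between samples was tested with median-ratio scaling, under which the log2 fold change was 2.02. Reads from a neighbouring gene that rose were tested with Miip and Plod1. The log2 fold change of Miip was 0.042. That of Plod1 was -0.43, a fall from 2.18 to 1.58 FPKM with groups that did not overlap. Neither scaling nor a rise of these neighbours accounts for the rise of Mfn2. An exact permutation test gave p = 0.1 for Mfn2, the smallest that 3 rats against 3 allow. Genetic differences between outbred rats, diet, GC content, gene length and transcript-level changes were not tested for it. An effect of diabetes on Mfn2 remains a hypothesis.

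Aldh1a7 had a log2 fold change of 2.20, higher in 3 of 3 diabetic rats than in every non-diabetic rat. Under median-ratio scaling between samples it was 2.22. Its paralog Aldh1a1 had a log2 fold change of -0.86, so the genes moved in opposite directions. Reads shared with the paralog Aldh1a1 and assigned differently in the groups could give this, and the values cannot be told apart from that explanation. Over the alternatives without a block, the adjusted p-value of Aldh1a7 from limma ran from 0.0268 with a pseudocount of 1 to 0.154 without diabetic replicate 2.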

How the results depend on the processing

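The alternatives were set before the data were examined, except the estimated inter-gene correlation in camera, which was chosen after seeing the data. Robust eBayes has no counterpart in camera and was not run for the marker sets. Wherever a value below moved, the cause was not tested.

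The count of genes past the paper's criterion was 253. It was 91 with a pseudocount of 1 (88 of them among the 253), 621 without a filter (250 of the 253 included) and 85 among protein-coding genes only (81 of the 253 included). With adjusted in place of unadjusted p-values it was 7. With a mean of at least 1 FPKM, 118 genes were lower and 63 were higher. Under the other alternatives the count lay between 222, with eBayes without the trend, and 294, with a pseudocount of 0.01, and it ranged from 246 to 335 genes across the 6 fits that each left out one rat. Each of these 6 fits shared at least 145 genes with the 253. The share of lower genes was 67.98%, and it was 60.4% with a pseudocount of 1, 62.0% without a filter, 64.1% under median-ratio scaling, 68.8% after rescaling to TPM and 89.4% among protein-coding genes only. With each rat left out it ranged from 58.8%, without non-diabetic replicate 1, to 74.4%.

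The count of genes with an adjusted p-value below 0.05 was 7. It was 3 without a filter, 12 with eBayes without the trend and 36 among protein-coding genes only. Across the 6 fits that each left out one rat it ranged from 0 to 14. The count of 0 came without non-diabetic replicate 3, where 1502 genes had an unadjusted p-value below 0.05. The adjusted p-value of Cyp17a1 was 0.00511 among protein-coding genes only, 0.0788 without a filter and 0.0909 with eBayes without the trend. With eBayes without the trend that of Palm was 0.0425. The number of reads is unknown, so how far depth limits these counts could not be assessed.

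With the replicate number as a block, 284 genes passed the criterion and 4 genes had an adjusted p-value below 0.05. The adjusted p-value was 0.0392 for Mfn2 and LOC102552398, 0.0518 for AC120712.1 and 0.186 for Cyp17a1 and Aldh1a7. The deviations of same-numbered rats from their group means correlated at 0.106, 0.0153 and 0.0979, with a mean of 0.0730. Same-numbered rats are different animals, and whether they share a litter, cage or batch is not stated.

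Of the genes of Fig. 2D, 19 passed the criterion in the direction of the network. That number was 7 with a pseudocount of 1 and 36 without a filter, and 16 to 24 with each rat left out. Of the genes of Fig. 3A, 3 passed, against 1 with a pseudocount of 1, 4 without a filter and 2 to 3 with each rat left out.

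Map2k5 kept a log2 fold change between 0.037 and 0.17 under every alternative run for it, and its adjusted p-value was never below 0.720. The log2 fold change of Mef2c, -0.0080, changed sign under median-ratio scaling, to 0.020, and ranged from -0.13 to 0.14 with each rat left out. That of Mapk7, 0.033, ranged from -0.042 to 0.11 with each rat left out. Of the other comparisons of named genes with an alternative, 263 were the same, 35 were weaker, 11 were stronger and 2 reversed, both for Mapk7.

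The difference of the Leydig cell markers, -0.995, and that of the macrophage markers, -0.67, had an adjusted p-value from camera below 0.05 under every alternative run for these sets that was set before the data were examined. Both lost it with the estimated inter-gene correlation, where the differences stayed at -0.995 and -0.67 and the adjusted p-value was 0.163 for each. With each rat left out, the Leydig cell difference ranged from -1.20 to -0.79 and the macrophage difference from -0.77 to -0.57. The differences of the Sertoli cell, round spermatid, elongating spermatid and endothelial cell sets each changed sign under at least 1 alternative, while those of the spermatogonia, spermatocyte and peritubular sets did not. Under median-ratio scaling the round spermatid difference was 0.010 and the endothelial cell difference 0.012. The endothelial cell difference was 0.00264 with a pseudocount of 1 and 0.20 with a mean of at least 1 FPKM. Across the fits that each left out one rat, the Sertoli cell difference ranged from -0.030 to 0.15, the round spermatid difference from -0.075 to 0.021, the elongating spermatid difference from -0.041 to 0.046, the endothelial cell difference from -0.13 to 0.061 and the spermatocyte difference from 0.00082 to 0.073. The spermatocyte difference passed an adjusted p-value of 0.05 without diabetic replicate 1, at 0.073.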

Differences from the paper's values

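The paper reports 555 differentially expressed mRNAs and screened transcripts with DESeq2. Here 253 genes passed the same thresholds with limma on gene totals, and 67 of them were assembled loci. Among genes with a protein-coding symbol 85 passed. The paper's count and these are of unlike sets, so a near number does not show that the same genes were found. Without the filter on low genes, 621 genes passed, which is within 1.5 times the paper's number. None of the other alternatives set before the data were examined came that close, and their counts lay between 7 and 335.

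In Fig. 2C, read by eye, about 370 mRNAs are lower and about 190 are higher in the diabetic testis. Here 172 genes were lower and 81 were higher. Without the filter 385 were lower and 236 were higher. Without non-diabetic replicate 1, 138 were higher, which is also within 1.5 times the paper's number. Under the other alternatives set before the data were examined, neither number came within that range.

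In Fig. 2B, read by eye, Map2k5 lies at a log2 fold change of about -5.0 and Mef2c at about -2.2. The gene totals gave 0.10 for Map2k5 and -0.0080 for Mef2c. None of the alternatives set before the data were examined closed the gap. Their values lay between 0.037 and 0.17 for Map2k5 and between -0.13 and 0.14 for Mef2c.

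The paper places the genes of Fig. 3A among the mRNAs that change against their miRNAs. Of these 15 genes, Met, Prlr and Col1a1 passed the criterion here, and Efna2 passed it without the filter, with a log2 fold change of -1.14. The remaining 11 genes passed under none of the settings run. Cacna2d2 is linked to lowered miRNAs, and it was lower in the diabetic rats, with a log2 fold change of -0.58 without the filter. Of the 185 gene names read from Fig. 2D, 19 passed here and 36 passed without the filter. That number was 25 with a pseudocount of 0.01, 25 after rescaling to TPM and at most 24 with a rat left out.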

Other observations

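The tests of depth, of interstitial tissue, of germ cell transcripts, of Leydig cell number, of Sertoli cell markers and of single transcripts below were chosen only after the results they bear on were seen, as were the splits for the numbers of genes in the next paragraph and the medians over marker genes.

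The numbers of genes were compared with other splits of the 6 rats into 3 and 3. A split can part all 3 same-numbered pairs of rats, as the real one does, or only 1 of them. Of the 4 splits that part all 3 pairs, 1, the real one, gave as many as 253 genes past the criterion, and the other 3 gave 131 to 190. The 6 splits that part 1 pair gave 121 to 210. For an adjusted p-value below 0.05, 1 of the 4 splits, the real one, gave as many as 7 genes, while the other 3 gave 0 to 3 and the 6 splits that part 1 pair gave 0 to 6. An unadjusted p-value below 0.05 was reached by 1517 genes and groups without overlap by 2640 genes. For each of these, 1 of the 4 splits, the real one, gave as many, and the other 3 gave 669 to 791 and 1544 to 1820 genes. The 6 splits that part 1 pair gave 635 to 1897 and 1377 to 3078 genes, so 1 of them exceeded the real split in both. The real split is always 1 of the 4, so no outcome of this comparison could have set these numbers apart from chance. In simulated values with known changes, 141 of 20138 unchanged genes passed the paper's criterion.

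The genes of Fig. 2D gave 19 past the criterion in the real split, which was 1 of the 4 splits to give as many, and at most 1 in each of the other 9. For the genes of Fig. 3A the numbers were 3 in the real split, again 1 of the 4 splits, and 0 in each of the other 9. The paper chose these genes on the same rats, so these splits show no stability.

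The changes of the network genes linked to raised miRNAs fall into a part near zero and a part near or below -1. A candidate explanation is that the paper called single transcripts, whose changes disappear in the gene's total. Values written with more than 6 decimals were taken to be sums of several transcripts, which the table does not state. All 82 network genes with an unadjusted p-value of 0.05 or more had such values, against 24 of the 40 network genes below 0.05 (Fisher's exact test, two-sided, p = 1.53e-09). Among genes outside the network the shares were 22.6% of 18739 genes and 21.3% of 1477 genes. The result is consistent with calls made on single transcripts, Map2k5 and Mef2c included. Transcript values would be needed to test it further.

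Sets of cell-type marker genes written down before the data were examined were compared as mean log2(FPKM + 0.1). The Leydig cell set was at 2.34 ± 0.41 (SD, n = 3) in the diabetic and 3.34 ± 0.12 (SD, n = 3) in the non-diabetic rats, a difference of -0.995, and 9 of 9 genes were lower. The macrophage set differed by -0.67, with 11 of 11 genes lower. In both sets every diabetic rat lay below every non-diabetic rat (exact permutation test, two-sided, p = 0.1, the smallest possible). The adjusted p-value from limma's camera over the 9 sets was 2.72e-09 for Leydig cells and 1.18e-07 for macrophages, and 0.163 for both when the correlation between genes was estimated from these rats, an alternative chosen after seeing the data. The 4 germ cell sets and the Sertoli cell, peritubular and endothelial cell sets differed by -0.10 to 0.07, with an adjusted p-value from camera of at least 0.356. Chosen after their values were seen, Insl3 fell from 9.79 to 3.67 FPKM, Star from 34.9 to 15.7 FPKM and Lhcgr from 4.72 to 2.31 FPKM. Within the macrophage set, Mrc1 (21.6 and 20.8 FPKM) and Adgre1 (3.79 and 3.47 FPKM) hardly moved, while Cd74 fell from 8.02 to 3.72 FPKM.

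Several technical explanations for the lower Leydig cell and macrophage markers were tested. Scaling between samples was tested with median-ratio scaling, under which the Leydig cell difference was -0.97. A difference in depth between groups was small, with a ratio of mean relative depths of 1.05 and overlapping ranges. A few genes taking most of the FPKM would need a larger share in every diabetic rat, but the mean share of the 10 highest genes was only 0.265 percentage points higher there and the ranges overlapped. Less interstitial tissue in the diabetic samples would lower endothelial markers as well. The difference of that set was -0.015, with 3 of 5 genes lower. It rests on Flt1, at 0.83, with Emcn at -0.52. Peritubular cells lie in the wall of the tubules, so their markers need not fall with the interstitial tissue. Over both sets the mean difference was -0.059, and 9 of the 12 genes were lower. The median over the 12 genes was -0.14, against -0.84 over the 20 Leydig cell and macrophage genes. With 5 endothelial genes that moved in both directions, these values do not decide how much of the fall less interstitial tissue could give. Transcripts of germ cells diluting the interstitial ones would raise germ cell markers, whose mean difference over the 4 sets was -0.020. Where germ cells give most of the transcripts such a rise would be small, so this value does not decide. Dilution would also lower Sertoli cell markers, and their difference was 0.067, with 4 of 10 genes lower. That value rests on Rhox5, a low gene, at 0.63. It was 0.0041 with a mean of at least 1 FPKM and -0.030 without non-diabetic replicate 3. These values are far smaller in size than the Leydig cell difference, so dilution alone does not account for the fall. Fewer Leydig cells would lower Nr5a1 with the other markers, and its log2 fold change was -0.016. Sertoli cells express Nr5a1 too, so a loss of Leydig cells remains possible. A lower expression of steroid genes per Leydig cell and a change in the state of macrophages may be a hypothesis to examine, but with 3 rats against 3 the pattern cannot be told apart from chance, and GC content and gene length were not tested.

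A gap of 2 or more on the log2 scale between the groups, a 4-fold difference between the nearest rats, was found for 7 genes. Genetic differences between outbred rats could give such genes without diabetes. Of the 10 splits of the 6 rats, 2, the real one included, gave at least as many, and the other 9 splits gave 2 to 10 genes. The split with 10 parts only 1 same-numbered pair, and the other 3 splits that part all 3 pairs gave 3 to 4. The 7 genes cannot be told apart from differences between individual rats.

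Grb10 and Egr2, which the paper's discussion names as targets of miRNAs, were also listed. Grb10 was at 11.9 ± 0.165 FPKM (SD, n = 3) in the diabetic and 13.1 ± 1.63 FPKM (SD, n = 3) in the non-diabetic rats, a log2 fold change of -0.14 (adjusted p = 0.846 from limma). Egr2 lay below the filter, with at most 0.107 FPKM in any rat.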
